A study of Mus musculus with 8 samples. Its data were reported in "Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice" (2013).

How the data were processed

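RNA from whole brains of adult male C57BL/6J mice (postnatal day 70) was measured on Affymetrix Mouse Gene 1.0 ST arrays, with 8 arrays in 4 groups of 2 and RNA of 3 mice pooled on each array. The values were used as deposited: the authors read the arrays with Affymetrix Command Console, summarized each probe set by RMA with quantile normalization and adjustment for GC content, and transformed it to the log2 scale in Partek Genomics Suite (version 6.6 in the submitters' notes). The study's methods name an earlier version of that suite for its expression arrays. The processing of the late arrays is taken to be that of the early arrays. As far as the values show, the arrays of each timing were normalized apart. The genome build and the annotation version are not given in the sources used here, so genes are given by symbol and probe set, without coordinates.

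The value table held 35556 probe sets, of which 12146 (34.2%) carried no gene symbol and were left out, and 23410 were tested. Of these, 21789 carried 1 symbol and 1621 several. In any 2 arrays, at most 6 of the 35556 probe sets had exactly the same value.

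Ethanol was compared with saline in limma 3.58.1 (R 4.3.3) with a mean for each of the 4 groups over all 8 arrays and moderated variances. The contrasts were early exposure, late exposure, the mean of both and the early effect minus the late effect. P-values were adjusted by the Benjamini-Hochberg method over 23410 probe sets, with a threshold of 0.05, and counts are also given at the study's thresholds of an unadjusted p under 0.05 and a fold of 1.2. Simulated data of this size had 50 probe sets changed at each of 1.2-, 1.5-, 2- and 4-fold. Of those changed by 1.5-fold, 70% (early), 66% (late) and 94% (both) were called. In these data 544, 472 and 152 unchanged probe sets passed the study's thresholds. The arrays gave 216, 272 and 38 in all, so the simulation did not match them and its shares may not carry over.

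Gene lists of cell types, brain regions, cellular functions, imprinted regions and small RNA classes, 56 in all, were fixed and those with fewer than 3 measured members left out. The 54 others were tested with camera at its preset correlation of 0.01 between genes, adjusted over lists. The correlation estimated for each list, and fry, were alternatives. A list's value is the median log2 difference of its members, and an adjustment over the list alone is also given. The contrasts, lists, naming rule and alternatives were chosen before the data were examined, except those named below as added.

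The genes named in the report were the 10 per direction for each timing, and the 5 per direction for the other contrasts, among probe sets of 1 symbol past the adjusted threshold or else past the study's thresholds, ranked by unadjusted p. To these were added 17 genes, of which 11 had a probe set of 1 symbol, and up to 4 members of each called or study-named list. The 17 were taken as genes the study had singled out, although its text does not name Rian. Other genes were chosen after their values were seen. Results of most lists that were not called, and of 1 that was, are not reported here. The list of MBII-52 snoRNAs had 0 probe sets under that name in the annotation used and was not tested.

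Signal over background limits what the arrays show. A probe set was taken as at background when its mean over the arrays of a timing did not lie above the 95th percentile of 1322 olfactory and vomeronasal receptor probe sets, at 6.54 to 6.76 in the early and 7.42 to 7.93 in the late arrays. A value of 1 array was set against the percentile of that array.

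The alternatives were an unmoderated test of each probe set on the 4 arrays of a timing, which for 2 groups equals the analysis of variance that the study's methods name, the fit to those 4 arrays alone, a replicate block, centring on the median, quantile normalization and cyclic loess over all 8 arrays, removal of the lowest 25% or 50% of probe sets by mean, every probe set with or without a symbol, 1 probe set per gene, an intensity trend, array weights and leaving out each array in turn. Where an array was left out, the array left alone in its group was assumed to vary like the others. Added after the data were seen were a replicate block with late numbers crossed, a covariate of multi-copy gene families, list tests in other splits of the arrays, and marker lists for nasal tissue. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.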

Results

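Gene expression was measured in the whole brain of adult male C57BL/6J mice, at postnatal day 70, whose mothers had received 2 injections of ethanol at 2.5 g/kg each, or of saline, on each of 2 days. The days were either gestational days 8 and 11, called early exposure here, or gestational days 14 and 16, called late exposure. Each of the 4 groups (ethanol and saline at each timing) was measured on 2 arrays, and each array held RNA pooled from 3 mice. The number of arrays sets the precision of every value, and all errors given as SD are over n = 2 arrays. The lowest correlation of 2 arrays within a timing was 0.993 across probe sets. The median of all probe sets was 6.74 to 6.84 on the log2 scale in the early arrays and 7.21 to 7.30 in the late arrays, so ethanol was compared with saline only within a timing. The saline arrays of the 2 timings differed in 16356 of 23410 probe sets after adjustment (median log2 difference, early minus late, of -0.40). Timing, litters and processing cannot be told apart in that difference, and levels are not set across timings below. Olfactory and vomeronasal receptor genes, which are mostly silent in the brain, gave a measure of background. Between 54.9% and 57.1% of probe sets in the early arrays, and between 45.4% and 52.0% in the late arrays, lay above the 95th percentile of the 1322 receptor probe sets.

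The first comparison asked which transcripts of the adult brain differed after ethanol on gestational days 8 and 11. Some transcripts of the olfactory system were lower in both ethanol arrays. Omp, the marker protein of mature olfactory sensory neurons (probe set 10565705), was at 6.90 ± 0.21 (SD, n = 2) in ethanol and 7.56 ± 0.24 in saline, a log2 difference of -0.66 (SE 0.14). Stoml3, a stomatin-like protein of sensory and olfactory neurons (probe set 10491993), was at 6.27 and 6.92 in the ethanol arrays and 7.72 and 8.65 in the saline arrays, a log2 difference of -1.59 (SE 0.37) with ethanol replicate 1 at background. The largest differences in the other direction belonged to Bpifb9b and Bpifb9a, which encode secreted proteins of the nasal and vomeronasal glands. Bpifb9b (probe set 10477536) was at 10.54 ± 1.71 in ethanol and 6.76 ± 0.47 in saline, a log2 difference of 3.78 (SE 0.68) with saline replicate 2 at background (6.43), and Bpifb9a differed by 2.49 (SE 0.60). The 2 ethanol arrays were far apart for both genes, with Bpifb9b at 11.75 and 9.33. The difference of Bpifb9a was 1.33 without ethanol replicate 1.

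Of the 20 genes named for early exposure, 10 were lower in ethanol. Pcna, the sliding clamp of DNA replication, differed by -0.48 (SE 0.09), from 10.85 ± 0.06 in saline to 10.38 ± 0.14 in ethanol. Syt10, a synaptotagmin of secretory vesicles, differed by -0.54, Gng4, a G protein subunit, by -0.43, Vipr2, a receptor for vasoactive intestinal peptide, by -0.42, and the transcription factor Atf1 by -0.40. Tmem42 differed by -0.49, while Vpreb1 (-0.41) and 6430571L13Rik (-0.31) lay at background. Among the higher genes were Dnajc13, a co-chaperone of endosomes, at 0.35 (SE 0.11), Ina, a neuronal intermediate filament protein, at 0.35, and Sncg, the gamma-synuclein, at 0.31. Septin7 differed by 0.27 and Nlrp5-ps by 0.29. Tph2, the enzyme of serotonin synthesis (0.33), Mirlet7a-2 (0.29) and Olfr787 (0.41) were also higher but lay at background. Without saline replicate 1 the difference of Dnajc13 was 0.20 and that of Mirlet7a-2 0.19, without ethanol replicate 1 that of Sncg was 0.19 and that of Tph2 0.21, and without saline replicate 2 that of Septin7 was 0.18. None of these genes passed the adjusted threshold, and all are named by unadjusted p, the smallest being 0.00047 for Bpifb9b and 0.00083 for Pcna.

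**Figure D1:**
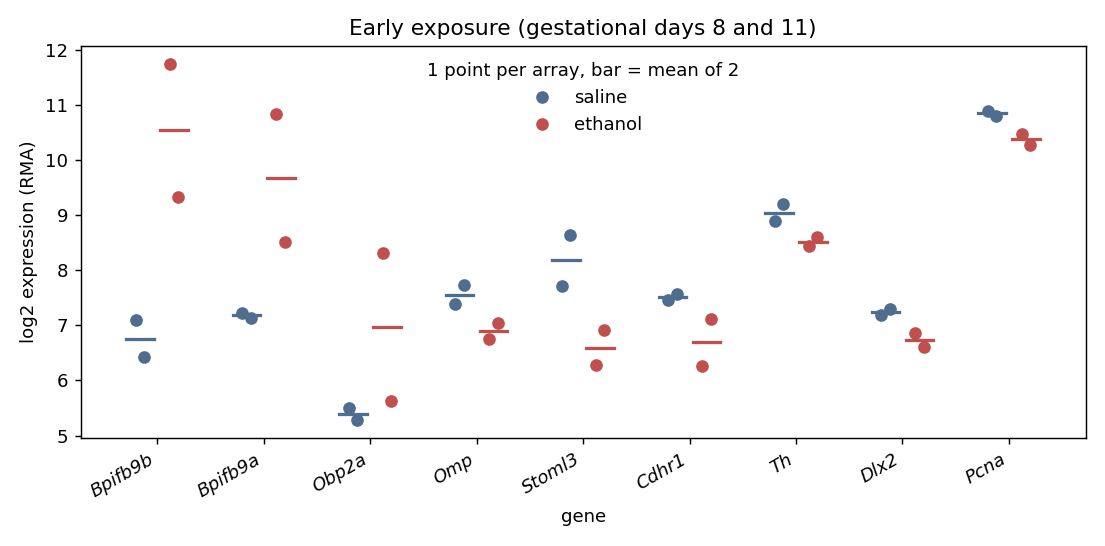
Log2 expression (vertical axis, RMA) of 9 genes (horizontal axis) in the early arrays, with 1 point per array, saline in blue, ethanol in red and a bar at the mean of 2 arrays. Bpifb9b and Bpifb9a were higher and Omp, Stoml3, Cdhr1, Th, Dlx2 and Pcna lower in both ethanol arrays, while Obp2a was high in ethanol replicate 1 alone, at 8.32.

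Gene lists fixed beforehand described these differences by group. All 13 measured genes of the olfactory bulb and rostral migratory stream list were lower in ethanol, with a median log2 difference of -0.35 (camera adjusted p = 5.4e-18). The adjusted p = 0.457 with an estimated correlation. For this list, 7 genes passed when p was adjusted over the list alone and 0 over all probe sets. Besides Omp, these included Cdhr1, a cadherin of mitral and tufted cells, at -0.83 (SE 0.23), Th, the rate-limiting enzyme of dopamine synthesis, at -0.53 (SE 0.13), and the homeobox gene Dlx2 at -0.51 (SE 0.13). Without ethanol replicate 1 the difference of Cdhr1 was -0.40, and without ethanol replicate 2 it was -1.25, against an ethanol array in which the gene lay at background. The list kept its direction and its call without any 1 array, with medians from -0.44 to -0.29. Obp2a, an odorant-binding protein of nasal glands examined after these values were seen, stood apart in 1 of the same arrays. It was at 8.32 in ethanol replicate 1 and at 5.28 to 5.63 in the other 3 early arrays. The gland genes Bpifb9b and Bpifb9a were higher in both ethanol arrays.

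GABAergic neuron genes were lower in 14 of 16 cases (median -0.10, camera adjusted p = 0.00067, but adjusted p = 0.99 with an estimated correlation). The 4 genes with the smallest p were Dlx2, Dlx1 (-0.53), Dlx6 (-0.38, at background) and the neuropeptide gene Vip (-0.25), of which Dlx1 and Dlx2 also belong to the bulb list. Genes of neural precursors and new neurons were lower in 14 of 14 cases (median -0.083, camera adjusted p = 0.0033, adjusted p = 0.99 with an estimated correlation), led by Dcx, the microtubule protein of migrating neuroblasts, at -0.35, which also belongs to the bulb list. The difference of Dcx was -0.19 and that of Dlx1 -0.31 without ethanol replicate 1. Without ethanol replicate 2 neither list was called, with medians of -0.042 and -0.039, and without saline replicate 1 the precursor list was not called, with a median of -0.089. Without ethanol replicate 1 the medians were -0.22 and -0.14, without saline replicate 2 they were -0.15 and -0.14, and without saline replicate 1 the GABAergic median was -0.041.

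Oligodendrocyte and myelin genes were higher in 12 of 16 cases (median 0.11, camera adjusted p = 5.9e-05, adjusted p = 0.99 with an estimated correlation), among them Mobp (0.23) and Mbp (0.22), which encode structural proteins of myelin. General neuronal genes were higher in 14 of 16 cases (median 0.088, camera adjusted p = 0.0014, adjusted p = 0.99 with an estimated correlation), with the neurofilament gene Nefl at 0.20. Without saline replicate 2 the difference of Nefl was 0.10 and that of Mbp 0.13. Both calls were lost without ethanol replicate 1, where the medians were 0.028 and 0.00035, and without saline replicate 2, where they were 0.025 and -0.0040. Without saline replicate 1 the medians were 0.19 and 0.21, and without ethanol replicate 2 the myelin median was 0.16. Circadian clock genes had a median of 0.085 (camera adjusted p = 0.010, adjusted p = 0.99 with an estimated correlation), with the clock output gene Dbp at 0.36 (0.045 without saline replicate 2 and 0.67 without saline replicate 1). Their direction turned without ethanol replicate 1 (-0.056) and without saline replicate 2 (-0.043), and the median was 0.24 without ethanol replicate 2 and 0.23 without saline replicate 1. Glucocorticoid-responsive genes (median 0.058, 12 of 17 higher, camera adjusted p = 0.038) and genes of snoRNA-protein particles (median -0.10, 12 of 14 lower, camera adjusted p = 0.043) lay close to the threshold, with adjusted p = 0.99 with an estimated correlation for each. The glucocorticoid call was lost without any 1 array other than early saline replicate 1 (0.16), with medians of 0.016 without ethanol replicate 1 and -0.025 without saline replicate 2 of the early arrays, and of 0.06 without early ethanol replicate 2 or any late array. The particle call was lost without early ethanol replicate 1 (-0.10), early ethanol replicate 2 (-0.089) or either late ethanol array (-0.10 each). Its test turned without early saline replicate 1 (-0.0082), and the median was -0.18 without early saline replicate 2. Calls also ended with quantile normalization and cyclic loess for neuronal genes (0.039 each) and glucocorticoid genes (0.074 and 0.088), with quantile normalization for the particles (-0.071), and with the multi-copy covariate for precursor genes (-0.044) and the particles (-0.046). The glucocorticoid (0.024 and 0.041) and particle (-0.098 each) calls ended without the lowest 25% or 50% of probe sets, and these (0.058 and -0.098) and the circadian call (0.085) ended in the fit to the 4 early arrays.

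Small RNAs of imprinted regions were a subject of the study, which chose them partly on these samples, so their counts are not independent evidence. All 24 probe sets of the MBII-85 snoRNA cluster (Snord116, from the imprinted Snrpn-Ube3a region) were higher after early exposure, with a median log2 difference of 0.47 (camera adjusted p = 3.2e-33). The adjusted p = 0.99 with an estimated correlation, because the 24 probe sets varied together across arrays, with an estimated correlation of 0.991. Adjusted over the list alone, 21 of them passed, and 0 passed over all probe sets. These 21 probe sets made up part of the 65 that were higher at the study's thresholds. The miRNA genes of the Dlk1-Dio3 region were higher in 28 of 40 cases (median 0.068, camera adjusted p = 0.00075, adjusted p = 0.99 with an estimated correlation), with 0 passing when adjusted over the list alone and 0 over all probe sets. Mir380 was higher by 0.39 (0.13 without saline replicate 1 and 0.65 without saline replicate 2) and Mir136, at background, lower by -0.30. The call was lost without ethanol replicate 1 (0.039) and without saline replicate 1 (0.0043), and without saline replicate 2 the median was 0.14.

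Across all 23410 probe sets, limma called 0 at an adjusted p under 0.05 for early exposure. At an unadjusted p under 0.05 it found 401, against 1170.5 given by chance alone, and an unmoderated test of each probe set found 797 at an unadjusted p under 0.05 and 0 after adjustment. At the study's thresholds (unadjusted p under 0.05 and 1.2-fold) 65 probe sets were higher and 151 lower, a total of 216. The unmoderated test gave 60 at these thresholds, 12 higher and 48 lower. With each array centred on its median the split was 86 higher and 104 lower. More were higher than lower with every probe set kept (342 and 327), with the late-crossed replicate block (355 and 209; 69 and 160 with the replicate block), without ethanol replicate 2 (346 and 218) and without saline replicate 1 (241 and 185). The other 2 splits of the 4 early arrays gave 955 and 232 probe sets at the same thresholds, so 216 was the smallest of the 3 counts. Leaving out saline replicate 2 gave 781 probe sets, and leaving out ethanol replicate 2 gave 13 with adjusted p under 0.05, among the named genes Bpifb9b (4.99, at background in saline replicate 2), Bpifb9a (3.66) and Cdhr1 (-1.25, at background in the ethanol array left). In simulated data of the same size, 70% of probe sets changed by 1.5-fold were called and 0% of those changed by 1.2-fold. There 544 unchanged probe sets passed the study's thresholds, against 216 in all here, so these shares may not hold for the arrays. The median, mean and test of a list differed in sign for 17 of 54 lists.

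The second comparison asked the same question for ethanol on gestational days 14 and 16. Several of the genes named here, known for roles in the unfolded protein response or in protein folding, were lower in both late ethanol arrays. No list of that response alone was tested. Creld2, Xbp1, Manf and Hspb1 belong to the heat shock and chaperone list below, so they and that list are not separate evidence. Creld2, a chaperone-like protein of the endoplasmic reticulum (probe set 10426098), was at 8.46 ± 0.15 (SD, n = 2) in ethanol and 9.16 ± 0.18 in saline, a log2 difference of -0.70 (SE 0.15). Xbp1, the transcription factor that drives the unfolded protein response (probe set 10374035), was at 10.44 ± 0.10 against 10.89 ± 0.04, a difference of -0.45 (SE 0.10). Manf, a secreted protein induced by stress of the endoplasmic reticulum, differed by -0.43 (SE 0.11), and the small heat shock protein gene Hspb1 by -0.81 (SE 0.18), from 8.56 ± 0.28 to 7.75 ± 0.25.

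Histone genes were also among the lower genes. H2bc14 differed by -0.55 (SE 0.11) although its level lay at background in the late arrays, and H2ac15 by -0.33 (SE 0.09). Nudt22 (-0.40), the troponin gene Tnnc1 (-0.32), and at background Cenpq (-0.42) and Fam107b (-0.32), completed the 10 lower genes. Of the 10 genes named as higher, 1 lay above background. It was Snord95, a C/D box snoRNA, at 0.42 (SE 0.11). The other 9, all at background, were Olfr10 (0.45), Gm9875 (0.42), Wfikkn2 (0.39), Npy5r (0.37), Dnah7b (0.36), Gm13884 (0.33), Phf7 (0.31), Cep164 (0.30) and Itga4 (0.30). Without saline replicate 1 the difference of Olfr10 was 0.29, and without saline replicate 2 that of Npy5r was 0.23. None of the named genes passed the adjusted threshold.

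**Figure D2:**
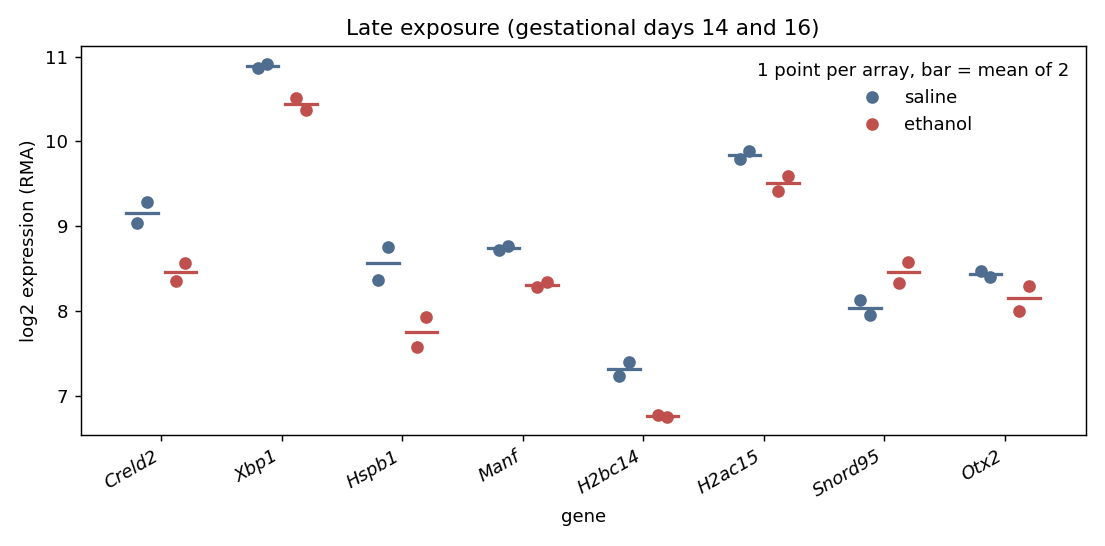
Log2 expression (vertical axis, RMA) of 8 genes (horizontal axis) in the late arrays, with 1 point per array, saline in blue, ethanol in red and a bar at the mean of 2 arrays. Creld2, Xbp1, Hspb1, Manf, H2bc14, H2ac15 and Otx2 were lower and Snord95 was higher in both ethanol arrays.

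All 23 measured genes of the heat shock and chaperone list were lower in late ethanol, with a median of -0.23 (camera adjusted p = 1.1e-15, adjusted p = 0.931 with an estimated correlation). Of these, 8 passed when adjusted over the list alone and 0 over all probe sets, and 10 lay past the study's thresholds. The call held without any 1 array, with medians from -0.32 to -0.20. Replication-dependent histone genes were lower in 47 of 55 cases (median -0.15, camera adjusted p = 1.4e-12, adjusted p = 0.908 with an estimated correlation), with 1 passing when adjusted over the list alone and 0 over all probe sets. This call also held without any 1 array, with medians from -0.19 to -0.10. Genes of oxidative phosphorylation were lower in 49 of 56 cases (median -0.078, camera adjusted p = 7.4e-06, adjusted p = 0.931 with an estimated correlation), with the ATP synthase gene Atp5l at -0.24 and the complex I gene Ndufb8 at -0.23, and without saline replicate 2 the median was -0.12. Ribosomal protein genes were lower in 37 of 44 cases (median -0.069, camera adjusted p = 0.00068, adjusted p = 0.931 with an estimated correlation), and this call was lost without saline replicate 2 of the late arrays (-0.069).

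Cerebellar granule and Purkinje cell genes were lower in 14 of 14 cases (median -0.27, camera adjusted p = 3.7e-07, adjusted p = 0.931 with an estimated correlation). They included the synaptic organizer Cbln1 (-0.38), Zic2, a transcription factor of granule cells (-0.38), and Eomes, a marker of unipolar brush cells (-0.36). The difference of Cbln1 was -0.16, of Zic2 -0.25 and of Zic1 -0.099 without ethanol replicate 1, without ethanol replicate 2 that of Cbln1 was -0.59 and of Zic1 -0.41, without saline replicate 2 that of Eomes was -0.18 and without saline replicate 1 -0.55. Without ethanol replicate 1 of the late arrays the list was not called and its median was -0.093, without ethanol replicate 2 it was -0.44 and without saline replicate 1 it was -0.16. Ethanol replicate 1 also had the lowest level of Gabra6, the granule cell GABA receptor subunit, at 10.33 against 10.98 to 11.09 in the other late arrays. The thalamic list, which shares Zic1 (-0.25) with the cerebellar list, had a median of -0.065 (camera adjusted p = 0.015, adjusted p = 0.931 with an estimated correlation) and was not called without ethanol replicate 1 (-0.051) or saline replicate 1 (-0.058). Its median was -0.13 without ethanol replicate 2 and -0.13 without saline replicate 2.

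Oligodendrocyte and myelin genes, higher in 12 of 16 cases after early exposure, were lower in 14 of 16 cases after late exposure (median -0.12). For the late list the camera adjusted p = 0.0043, and the adjusted p = 0.931 with an estimated correlation. The tight junction gene Cldn11 was at -0.24. The call was lost without ethanol replicate 1 (-0.087) and without saline replicate 1 (-0.062). Endothelial genes were lower in 12 of 14 cases (median -0.11, camera adjusted p = 0.015, adjusted p = 0.931 with an estimated correlation), led by the glucose transporter Slc2a1 (-0.26, or -0.17 without saline replicate 1). They were not called without ethanol replicate 1 (-0.023) or saline replicate 1 (-0.083), and without saline replicate 2 the median was -0.20. Ependymal genes were higher in 12 of 14 cases (median 0.080, camera adjusted p = 0.012, adjusted p = 0.908 with an estimated correlation), with the 4 leading genes, such as Spag6 (0.17, or 0.096 without ethanol replicate 2), at background. That call was lost without ethanol replicate 2 (0.083) and without saline replicate 1 (0.12), and without ethanol replicate 1 the median was 0.051. With quantile normalization and cyclic loess the calls of the thalamic (-0.088 and -0.081), myelin (-0.066 and -0.057), ependymal (0.039 and 0.035), oxidative phosphorylation (-0.030 and -0.026) and ribosomal (-0.0080 and -0.0099) lists ended. Without the lowest 25% of probe sets the thalamic (-0.065), endothelial (-0.12) and ependymal (0.059) calls ended, without the lowest 50% the thalamic (-0.065), myelin (-0.12), endothelial (-0.14), oxidative phosphorylation (-0.078) and ribosomal (-0.071) calls, and with every probe set of each gene the thalamic call (-0.065).

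The small RNA lists were taken from the study, whose findings on this platform did not draw on late arrays. Its small RNA arrays did cover late exposure, and whether they shared these mice is not given in the sources used here, so the counts are not taken as independent evidence. All 24 MBII-85 probe sets were lower after late exposure (median -0.26, camera adjusted p = 4.4e-08, adjusted p = 0.931 with an estimated correlation), with 0 passing when adjusted over the list alone and 0 over all probe sets. Without saline replicate 2 of the late arrays the direction turned (0.072), without ethanol replicate 2 the call was lost (-0.13), and without saline replicate 1 the median was -0.59. The miRNA genes of the Dlk1-Dio3 region were higher in 30 of 40 cases (median 0.10, camera adjusted p = 0.00019, adjusted p = 0.931 with an estimated correlation), with 0 passing when adjusted over the list alone and 0 over all probe sets. Mir376b differed by 0.28, or by 0.17 without saline replicate 2. The call was lost without saline replicate 2 (0.026), and the median was 0.065 without ethanol replicate 1 and 0.19 without saline replicate 1. Other miRNA genes were higher in 218 of 269 cases (median 0.072, camera adjusted p = 2.5e-08, adjusted p = 0.931 with an estimated correlation), with Mir342 at 0.30. That call was lost without ethanol replicate 1 (0.0088), and the median was 0.13 without ethanol replicate 2, 0.13 without saline replicate 1 and 0.015 without saline replicate 2. Olfactory and vomeronasal receptor genes, the background measure, had a median of 0.025 (camera adjusted p = 0.015, adjusted p = 0.942 with an estimated correlation), which turned to -0.0051 with quantile normalization and to -0.012 with cyclic loess. It also turned without ethanol replicate 1 (-0.12) and without saline replicate 1 (-0.0080), and was 0.18 without ethanol replicate 2 and 0.077 without saline replicate 2.

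**Figure D3:**
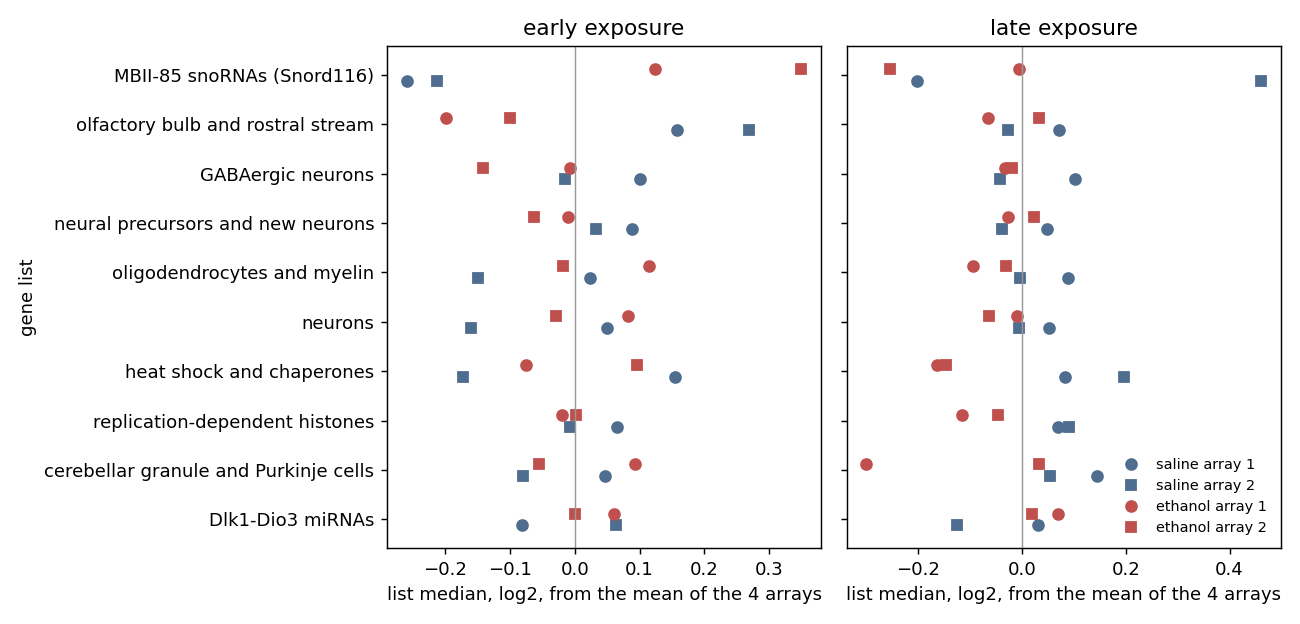
Median of each of 10 gene lists (vertical axis) in each array, as the log2 difference from the mean of the 4 arrays of the timing (horizontal axis), for early (left) and late (right) exposure, with circles and squares for replicates 1 and 2, saline in blue and ethanol in red. The bulb list was lower in both early ethanol arrays and the chaperone and histone lists in both late ethanol arrays, while the late MBII-85 median was set by saline replicate 2, at 0.46.

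For late exposure limma called 0 probe sets at an adjusted p under 0.05. It found 583 at an unadjusted p under 0.05, against 1170.5 given by chance alone, and an unmoderated test of each probe set found 740 at an unadjusted p under 0.05 and 0 after adjustment. At the study's thresholds 103 probe sets were higher and 169 lower, a total of 272. The total was 58 with the unmoderated test (16 higher, 42 lower), 532 with the multi-copy covariate and 519 with the late-crossed replicate block. The split was 170 higher and 101 lower with each array centred on its median and 104 higher and 106 lower with quantile normalization. More were higher than lower with every probe set kept (377 and 297), without ethanol replicate 2 (984 and 766) and without saline replicate 1 (493 and 382) of the late arrays. The other 2 splits of the 4 late arrays gave 469 and 1240 probe sets, so 272 was the smallest of the 3 counts. Without ethanol replicate 2 of the late arrays the count was 1750. In simulated data 66% of probe sets changed by 1.5-fold were called and 0% of those changed by 1.2-fold. There 472 unchanged probe sets passed the study's thresholds, against 272 in all here, so these shares may not hold for the arrays. The median, mean and test of a list differed in sign for 6 of 54 lists.

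Genes that the study had singled out were examined at both timings, although it chose them mostly in mice exposed by voluntary drinking of the mother. Otx2, a homeobox gene of the choroid plexus and forebrain, differed by 0.0085 early and by -0.29 (SE 0.11) late, past the study's thresholds in the late comparison (from 8.44 ± 0.05 in saline to 8.15 ± 0.21 in ethanol). Without ethanol replicate 1 of the late arrays its late difference was -0.14. Nmnat1, an enzyme of NAD synthesis, differed by -0.11 (SE 0.10) early and -0.051 (SE 0.10) late, and Slitrk2, a synaptic adhesion protein, by -0.059 and 0.018, each within about 1 SE. The amyloid precursor gene App differed by 0.095 and -0.029, Akt1 by -0.043 and -0.092, Apoe by 0.12 and -0.074, Ghr by -0.14 and 0.056 and Igf2 by -0.0049 and -0.032. Leaving out 1 array changed most of these small differences by over 1.5-fold or turned their sign. The early ranges were 0.013 (without saline replicate 2) to 0.18 (without saline replicate 1) for App, -0.16 to 0.073 for Akt1 and -0.098 to -0.019 for Slitrk2 (the same arrays), -0.17 (without saline replicate 1) to -0.059 (without saline replicate 2) for Nmnat1, and -0.11 (without ethanol replicate 1) to 0.10 (without ethanol replicate 2) for Igf2. The late ranges from without ethanol replicate 1 to without ethanol replicate 2 were -0.079 to 0.021 for App, -0.024 to -0.16 for Akt1, -0.14 to -0.0032 for Apoe, -0.0086 to 0.12 for Ghr, 0.083 to -0.18 for Nmnat1, 0.16 to -0.12 for Slitrk2 and 0.019 to 0.12 for Meg3, and Igf2 was at 0.013 without saline replicate 1 and -0.076 without saline replicate 2. In the Dlk1-Dio3 region, the long non-coding RNA Meg3 differed by 0.14 (0.058 without saline replicate 1 and 0.22 without saline replicate 2 of the early arrays) and 0.068, and Mir679 by 0.15 (SE 0.21) and 0.31 (SE 0.21). Rian, the host transcript of snoRNAs and miRNAs of that region, is not named in the study's text. It lay past the study's thresholds in both comparisons with opposite signs, at -0.33 (SE 0.11) early and 0.30 (SE 0.11) late. Without saline replicate 2 of the late arrays the late difference of Rian was 0.17 and that of Mir679 was 0.018. The early difference of Mir679 turned without saline replicate 1 of the early arrays (-0.0083) and was 0.30 without saline replicate 2 of those arrays. No probe set of a single symbol was found here for the other 6 of the 17 genes named in advance, among them Snrpn and Ube3a. The 4 measured genes of the study's target list had a late median of -0.17 (camera adjusted p = 0.058, 1 of 4 past the study's thresholds and 0 when adjusted over the list alone) and an early median of -0.025. The 6 measured genes of its methylation list had medians of 0.045 early and -0.030 late, with 0 past the thresholds. Imprinted genes as a class had a median of -0.017 early (31 of 56 lower, camera adjusted p = 0.659). Their late median was -0.024 (32 of 56 lower, camera adjusted p = 0.863). The miRNA genes of the Sfmbt2 cluster had a median of -0.018 early (16 of 27 lower, camera adjusted p = 0.587). Their late median was -0.016 (14 of 27 lower, camera adjusted p = 0.701). The direction of the camera test was higher for the early imprinted list and for the Sfmbt2 list at both timings. The Sfmbt2 means were 0.017 early and 0.041 late. In these lists 0 were called when adjusted over either list alone and 0 over all probe sets.

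The third comparison averaged the 2 timings, to find what was common to ethanol at either time. Olfactory bulb and histone genes were the lists with the smallest p, but each average rested mostly on 1 timing. All 13 bulb genes were lower (median -0.24, camera adjusted p = 8.4e-12, adjusted p = 0.507 with an estimated correlation), 4 of them when adjusted over the list alone and 0 over all probe sets, (bulb median -0.16 without saline replicate 1 of the late arrays), and 53 of 55 histone genes were lower (median -0.088, camera adjusted p = 8.4e-12, adjusted p = 0.668 with an estimated correlation). The late bulb median was -0.012 (9 of 13 lower, camera adjusted p = 0.491), and the early histone median was -0.034 (43 of 55 lower, camera adjusted p = 0.272). Stoml3 differed by -1.10 (SE 0.26), although its level lay at background in the late arrays. Th differed by -0.38 (SE 0.09) and the potassium channel subunit gene Kcnf1 by -0.35 (SE 0.09). Creld2 differed by -0.38 (SE 0.11) and Iltifb, at background, by -0.27. Of the higher genes, 4 were named: Bpifb9b (1.72), Bpifb9a (1.18), Dnajc13 (0.27, SE 0.08) and Mir380 (0.28). The values of Bpifb9b and Bpifb9a came from the early arrays, since in the late arrays both genes lay at background. Without ethanol replicate 1 of the early arrays they were 1.12 and 0.60, and without saline replicate 1 of the early arrays Mir380 was at 0.15. Kcnf1 was the 1 gene lower at the study's thresholds in both timings (-0.29 early and -0.40 late).

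The Dlk1-Dio3 miRNA genes were higher in 32 of 40 cases over both timings (median 0.093, camera adjusted p = 1e-07, adjusted p = 0.875 with an estimated correlation), with 0 when adjusted over the list alone and 0 over all probe sets, and the median was 0.058 without ethanol replicate 1 and 0.051 without saline replicate 1 of the early arrays, and 0.045 without saline replicate 2 of the late arrays. Chaperone genes, whose early median was 0.021 (13 of 23 higher, camera adjusted p = 0.103), were lower in 21 of 23 cases (median -0.14, camera adjusted p = 2.4e-07, adjusted p = 0.957 with an estimated correlation), with a median of -0.079 without saline replicate 1 of the early arrays. The calls of the bulb, histone, chaperone, Dlk1-Dio3 miRNA and ependymal lists (median 0.048, camera adjusted p = 0.0022, adjusted p = 0.507 with an estimated correlation) held without any 1 array, and the ependymal median lay between 0.026 without saline replicate 2 and 0.084 without saline replicate 1, both of the late arrays. GABAergic genes were lower in 14 of 16 cases (median -0.10, camera adjusted p = 0.00013, adjusted p = 0.875 with an estimated correlation), a call lost without ethanol replicate 2 of the early arrays (-0.059). Without saline replicate 1 of the early arrays the GABAergic median was -0.059, and without ethanol replicate 1 of the early arrays it was -0.14.

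The other calls given here over both timings each ended without at least 1 array. MBII-85 snoRNAs had a median of 0.11 (camera adjusted p = 4e-05), with 0 passing when adjusted over the list alone and 0 over all probe sets. Other miRNA genes had a median of 0.022 (0.00027), endothelial genes -0.087 (0.0023), oxidative phosphorylation -0.049 (0.0025), cerebellar genes -0.11 (0.0084), receptors 0.0099 (0.0084), snoRNA-protein particles -0.072 (0.017) and pituitary genes 0.074 (0.028), with the camera adjusted p in brackets. For each of these 8 lists the adjusted p = 0.957 with an estimated correlation, except for endothelial genes, with adjusted p = 0.875 with an estimated correlation. The MBII-85 direction turned without late saline replicate 1 (-0.058), its call was lost without early ethanol replicate 2 (0.050), and its median was 0.16 without early ethanol replicate 1, 0.045 without late ethanol replicate 1, 0.17 without late ethanol replicate 2 and 0.27 without late saline replicate 2. The oxidative phosphorylation test turned without early saline replicate 1 (0.0083) and its call was lost without early ethanol replicate 2 (-0.031) and late ethanol replicate 1 (-0.042), with medians of -0.10 without early saline replicate 2 and -0.028 without late saline replicate 1. Receptors turned without early saline replicate 1 (-0.014), late ethanol replicate 1 (-0.064) and late saline replicate 1 (-0.011), lost the call without early ethanol replicate 2 (0.0042), and were at 0.034, 0.088 and 0.036 without early saline replicate 2, late ethanol replicate 2 and late saline replicate 2. The pituitary test turned without early ethanol replicate 2 (0.0044), and its call was lost without early saline replicate 1 (0.021), late ethanol replicate 1 (0.029) and late saline replicate 1 (0.072). Calls also ended with quantile normalization and cyclic loess for MBII-85 (0.047 and 0.069), other miRNA (0.015 each), ependymal (0.032 and 0.040), pituitary (0.064 and 0.063), particle (-0.029 and -0.027) and receptor (0.0032 and 0.0021) lists, with the multi-copy covariate for pituitary (0.051), particle (-0.056) and receptor (-0.0062) lists, and with median centring for the pituitary list (0.096). Without the lowest 25% of probe sets the ependymal (0.039), pituitary (0.085) and particle (-0.072) calls ended, and without the lowest 50% the cerebellar (-0.11), particle (-0.052) and oxidative phosphorylation (-0.049) calls. The cerebellar call was lost without early ethanol replicate 2 (-0.058), early saline replicate 1 (-0.076) and late ethanol replicate 1 (-0.023), with -0.19 without late ethanol replicate 2. The endothelial call was lost without early saline replicate 2 (-0.079) and late ethanol replicate 1 (-0.083), with -0.052, -0.057 and -0.13 without early ethanol replicate 2, late saline replicate 1 and late saline replicate 2. The other miRNA call was lost without early saline replicate 1 (-0.0040), late ethanol replicate 1 (-0.016) and late saline replicate 2 (-0.014), with 0.041, 0.053 and 0.047 without early saline replicate 2, late ethanol replicate 2 and late saline replicate 1. The particle call was lost without early ethanol replicate 2 (-0.062), early saline replicate 1 (-0.036), late ethanol replicate 1 (-0.067), late ethanol replicate 2 (-0.077) and late saline replicate 1 (-0.022).

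Over both timings limma called 0 probe sets at an adjusted p under 0.05 and found 366 at an unadjusted p under 0.05, against 1170.5 given by chance alone. At the study's thresholds 5 were higher and 33 lower, a total of 38. The split was 9 higher and 16 lower with each array centred on its median and 5 higher and 16 lower with cyclic loess, and 196 higher and 134 lower with every probe set kept. Without ethanol replicate 2 of the late arrays the count was 210, and without ethanol replicate 2 of the early arrays 6 probe sets had an adjusted p under 0.05, among the named genes Bpifb9a (1.77). The median, mean and test of a list differed in sign for 12 of 54 lists.

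The fourth comparison tested whether the effects of ethanol differed between the timings, as the early effect minus the late effect. MBII-85 snoRNAs gave the largest list median, 0.73, with 24 of 24 probe sets higher (camera adjusted p = 7.2e-29, adjusted p = 0.966 with an estimated correlation), all 24 when adjusted over the list alone and 0 over all probe sets. Chaperone genes were higher in 22 of 23 cases (median 0.31, camera adjusted p = 1.9e-13, adjusted p = 0.966 with an estimated correlation), 3 of them when adjusted over the list alone and 0 over all probe sets. Bulb genes were lower in 12 of 13 cases (median -0.34, camera adjusted p = 6.1e-07, adjusted p = 0.966 with an estimated correlation), with 0 when adjusted over the list alone. Among single genes, Xbp1 differed by 0.61 (SE 0.14), Bpifb9b, at background in the late arrays, by 4.11 (SE 0.96), H2bc14 by 0.64, Manf by 0.55 and Cenpq by 0.54, and in the other direction Rian by -0.63 (SE 0.16), Vpreb1 by -0.69, Adck1 by -0.47, Itga4 by -0.46 and Bcap29 by -0.41. The MBII-85 median was 0.40 without saline replicate 2 of the late arrays, and the chaperone median was 0.15 without saline replicate 2 of the early arrays and 0.50 without saline replicate 1 of the early arrays.

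For this difference limma called 0 probe sets at an adjusted p under 0.05 and found 483 at an unadjusted p under 0.05, and 195 were higher and 270 lower at the study's thresholds. More were higher than lower without the lowest 50% of probe sets (139 and 74), with the multi-copy covariate (758 and 536), with the late-crossed replicate block (705 and 394; 235 and 347 with the replicate block), without ethanol replicate 2 (437 and 192) or saline replicate 1 (489 and 301) of the early arrays and without saline replicate 2 of the late arrays (127 and 106). The total of 465 was 233 without saline replicate 2 of the late arrays and 1284 without ethanol replicate 2 of the late arrays, and 5 probe sets had an adjusted p under 0.05 without ethanol replicate 2 of the early arrays. The median, mean and test of a list differed in sign for 7 of 54 lists.

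The early and late effects were also compared across probe sets, which are not independent replicates. Their correlation was -0.20 (Pearson) and -0.10 (Spearman) over 23410 probe sets, and in 3 of the 8 other pairs of splits of the arrays the correlation was larger in size, up to 0.66. Its sign turned without ethanol replicate 2 (0.07) and without saline replicate 2 (0.25) of the late arrays, and it was -0.43 without saline replicate 1 and -0.41 without ethanol replicate 1 of the late arrays. At the study's thresholds, 0 probe sets were higher in both comparisons (0.29 given by independent lists) and 1 was lower in both (1.09). A further 1 was higher early and lower late (0.47), and 3 were lower early and higher late (0.66).

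**Figure D4:**
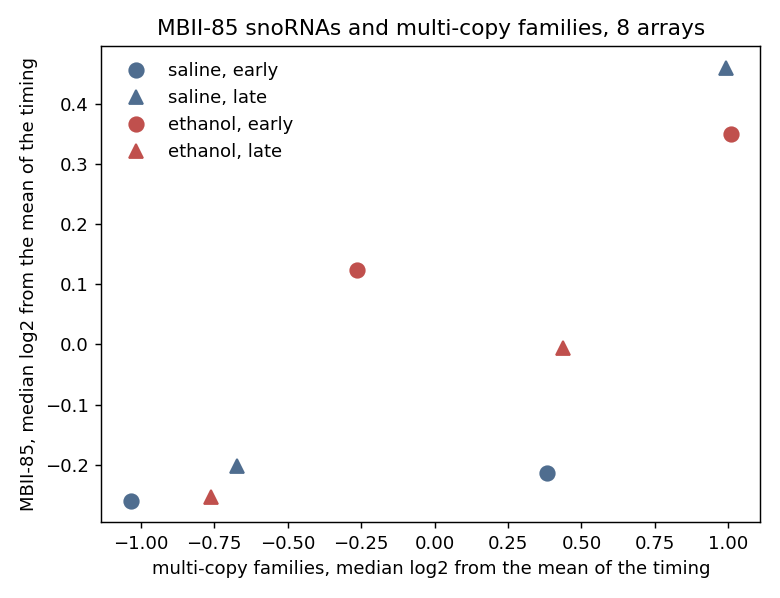
Median log2 difference from the mean of the timing for 24 MBII-85 probe sets (vertical axis) and for 95 probe sets of multi-copy, testis-expressed gene families (horizontal axis) in 8 arrays, with circles for early, triangles for late, saline in blue and ethanol in red. The arrays with the highest MBII-85 medians, saline replicate 2 of the late arrays (0.46) and ethanol replicate 2 of the early arrays (0.35), also had the highest medians of the multi-copy families, 0.99 and 1.01.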

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

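The tests of nasal gland genes, cerebellar share, multi-copy families, the covariate and the splits of the arrays were chosen only after the results were seen. An SE given here for a list is the median of the SEs of its single genes, not the error of the list value. The difference between the timings was tested as planned, and 16 gene lists passed it with the preset correlation (each with adjusted p = 0.966 with an estimated correlation).

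Olfactory bulb genes differed between the timings by -0.34. In the early arrays 100% of the 13 markers had a lower ethanol mean, but this restates the pattern, so less bulb tissue in the ethanol pools cannot be told apart from lower expression. Genes of nasal glands had a median difference of 0.20 (SE 0.19; 8 of 13 higher), and 0.05 (SE 0.13) without ethanol replicate 1, where Obp2a was at 8.32. They include Bpifb9a and Bpifb9b, higher in both ethanol arrays, whose values were seen before the list was made. Genes of olfactory sensory neurons, partly the pattern itself with Omp and Stoml3, had a median difference of -0.068 (SE 0.092; 13 of 14 lower). Epithelium left on the saline brains thus cannot be told apart from the other explanations. The real split was the 1 of 3 splits of the early arrays with a bulb difference that large (the highest other was 0.146), but 3 splits are too few for a share under 0.05, and an effect of early ethanol on the bulb stays open, not tested apart from dissection.

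Chaperone genes differed between the timings by 0.31, with 0.15 without early saline replicate 2 and 0.50 without early saline replicate 1. A low share of cerebellum in late ethanol replicate 1 is argued against as the whole cause, since the late median was -0.26 without that array (median SE of single genes 0.17). A signal shared by multi-copy families is argued against likewise. With their score as a covariate the late median was -0.23 (median SE of single genes 0.13). The real split was the 1 of 3 splits of the late arrays with a difference that large (the highest other was 0.0588), and 3 splits are too few for a share under 0.05, while a split of the early arrays that parts both groups gave -0.22. Tissue handling was not tested, and an effect of late ethanol stays open.

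MBII-85 snoRNAs differed between the timings by 0.73, and by 0.40 without late saline replicate 2. Across the 8 arrays their level went with that of 95 probe sets of multi-copy, testis-expressed families (r = 0.81, exact permutation p = 0.030, or 0.044 adjusted over 3 relations, r = 0.70 without the 2 farthest arrays), and a signal that rises with the copy number of a gene is a candidate explanation. Genomic DNA in the RNA of some arrays cannot be told apart: other families with over 10 copies went the same way (r = 0.90, exact permutation p = 0.021), but their range of 0.109 was under that of single-copy Y-linked genes, 0.174, whose own relation was r = -0.45 (exact permutation p = 0.32, r = -0.94 without the 2 farthest arrays). With the multi-copy score as a covariate the MBII-85 difference was 0.32 (SE 0.13) early and -0.19 (SE 0.12) late. An effect of ethanol stays open, although another split of the late arrays gave a larger MBII-85 difference (0.45) than the real one (-0.26).

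The other lists that differed between the timings are given as values, without explanation. Oligodendrocyte and myelin genes differed by 0.17. Cerebellar genes differed by 0.23 (0.11 without late ethanol replicate 1 and 0.39 without late ethanol replicate 2). Histone genes differed by 0.10 (0.047 without late ethanol replicate 1). Other miRNA genes differed by -0.11, a call lost without early saline replicate 2 (-0.074) and late ethanol replicate 1 (-0.049), with -0.17 without late saline replicate 1 and -0.054 without late saline replicate 2. Other snoRNAs differed by -0.086, a call turned without early saline replicate 1 (-0.016) and lost without early ethanol replicate 2 (-0.060), late ethanol replicate 2 (-0.059) and late saline replicate 1 (-0.12), with -0.14 without either first ethanol replicate and -0.21 without early saline replicate 2. Neuronal genes differed by 0.13, a call lost without early ethanol replicate 1 (0.077) and early saline replicate 2 (0.045), with 0.25 without early saline replicate 1 and 0.081 without late ethanol replicate 2. Thalamic genes differed by 0.094, a call lost without early ethanol replicate 1 (0.046), early saline replicate 2 (0.066), late ethanol replicate 1 (0.056) and late saline replicate 1 (0.065), with 0.14 and 0.16 without early and late ethanol replicate 2. Astrocyte genes differed by 0.066, a call turned without early saline replicate 2 (-0.079) and lost without early ethanol replicate 1 (0.0072), late ethanol replicate 1 (0.059) and late saline replicate 1 (-0.0067), with 0.11, 0.21 and 0.14 without early ethanol replicate 2, early saline replicate 1 and late saline replicate 2. Neural precursor genes differed by -0.12, a call lost without early saline replicate 1 (-0.080), late ethanol replicate 2 (-0.11) and late saline replicate 2 (-0.077), with -0.18 without early ethanol replicate 1. Glucocorticoid-responsive genes differed by 0.13, a call lost without early saline replicate 2 (0.041), with 0.081 without early ethanol replicate 1 and 0.26 without early saline replicate 1. Genes of alcohol metabolism and oxidative defence differed by 0.052, a call lost without early ethanol replicate 1 (0.0085), early saline replicate 2 (-0.020), late ethanol replicate 1 (0.050), late saline replicate 1 (0.022) and late saline replicate 2 (0.081), with 0.10 without early saline replicate 1 and 0.081 without late ethanol replicate 2. Genes of oxidative phosphorylation differed by 0.083, a call turned without early saline replicate 2 (-0.015) and lost without early ethanol replicate 1 (0.028), with 0.13, 0.17 and 0.048 without early ethanol replicate 2, early saline replicate 1 and late saline replicate 1. Ribosomal protein genes differed by 0.063, a call lost without early saline replicate 2 (-0.015) and late saline replicate 2 (0.063), with 0.14 without early saline replicate 1.

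With quantile normalization and cyclic loess the calls of other snoRNAs (-0.055 and -0.057), neurons (0.015 and 0.025), thalamic genes (0.063 and 0.082), astrocytes (0.013 and 0.0091), alcohol metabolism (0.045 and 0.049), oxidative phosphorylation (0.0094 and 0.019) and ribosomal proteins (0.00069 and 0.016) ended. So did those of other snoRNAs (-0.042) and precursors (-0.073) with the multi-copy covariate, astrocytes with median centring (0.067), thalamic genes with every probe set of each gene (0.090), and thalamic genes (0.090) and astrocytes (0.066) without the lowest 25% of probe sets. Without the lowest 50%, those of neurons (0.13), thalamic genes (0.064), astrocytes (0.066), glucocorticoid-responsive genes (0.16), alcohol metabolism (0.093), oxidative phosphorylation (0.083) and ribosomal proteins (0.065) ended. With the crossed replicate block those of astrocytes (0.066) and alcohol metabolism (0.052) ended, while with the replicate block in the given numbers 17 lists were called.

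Of the 18 splits that part both timings, the real one included, 16 gave at least the real split's 38 probe sets past the study's thresholds (highest other 875). At least its 15 lists were given by 5 (highest other 24). Neither count of the real split therefore stood out among the splits, although 18 splits are also too few for a share under 0.05. Splits with several times the real count point to a structure of the arrays, whose source was not tested. In 1 of them limma gave 589 probe sets with adjusted p under 0.05 and 4147 with an unadjusted p under 0.05, against 0 and 366 in the real split.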

How the results depend on the processing

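The crossed replicate block and the multi-copy covariate were tests chosen only after the results were seen. Under the alternatives 26 values of named genes turned direction. Unless stated, the cause of a change was not tested. Probe sets at background limit the late comparison, where 1 of 10 higher genes lay above it.

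Same-numbered arrays deviated together in the early groups (r = 0.47) and apart in the late groups (r = -0.46), so the numbers are not taken as pairs. The replicate block gave 229 (early), 354 (late), 47 (both) and 582 (difference) probe sets at the study's thresholds and 10, 17, 19 and 17 lists, with no list call lost. With late numbers crossed the counts were 564, 519, 77 and 1099.

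Counts at the study's thresholds moved over 1.5 times with the covariate (late 532, difference 1294), median centring (both 25), quantile normalization (both 21), cyclic loess (both 21), the lowest 50% left out (late 169, difference 213; fewer probe sets were tested), every probe set kept (669, 674, 330 and 854; more were tested) and an unmoderated test of each probe set (early 60, late 58). The number of lists called moved with quantile normalization (late 7, both 9, difference 9), cyclic loess (late 7, both 9, difference 10), the lowest 50% left out (late 8, difference 9), the estimated correlation (0, 0, 0 and 0) and fry (0, 0, 0 and 0). Leaving out 1 array gave 210 to 781 (early, highest without saline replicate 2), 242 to 1750 (late, highest without ethanol replicate 2), 37 to 210 (both) and 233 to 1284 (difference), the last 2 highest without late ethanol replicate 2. With adjusted p under 0.05 it gave 0 to 13, 0 to 0, 0 to 6 and 0 to 5, each highest other than the late count without early ethanol replicate 2. It gave 7 to 21, 8 to 16, 8 to 19 and 10 to 22 lists, and a correlation of early and late effects of -0.43 (without late saline replicate 1) to 0.25 (without late saline replicate 2).

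Directions turned with the covariate for early Slitrk2 (0.020), Akt1 (0.015) and Igf2 (0.054) and late Slitrk2 (-0.020). Early Igf2 turned with median centring (0.017), quantile normalization (0.021) and cyclic loess (0.036). With quantile normalization and cyclic loess, late App (0.059, 0.036), late Igf2 (0.039, 0.024) and the late receptors (-0.0051, -0.012) turned. On leaving out 1 array the early ranges were -0.098 to 0.63 (Uchl1), -0.020 to 0.037 (Otx2), -0.11 to 0.10 (Igf2), -0.16 to 0.073 (Akt1), -0.0083 to 0.30 (Mir679), -0.38 to 0.033 (Nop10), -0.00050 to 0.30 (Cnp), -0.056 to 0.24 (circadian list) and -0.18 to -0.0082 (snoRNA-protein particles). The late ranges were -0.18 to 0.083 (Nmnat1), -0.0086 to 0.12 (Ghr), -0.12 to 0.16 (Slitrk2), -0.079 to 0.021 (App), -0.076 to 0.013 (Igf2), -0.12 to 0.18 (receptors) and -0.59 to 0.072 (MBII-85). Over both timings they were 0.0044 to 0.10 (pituitary), -0.098 to 0.0083 (oxidative phosphorylation), -0.064 to 0.088 (receptors) and -0.058 to 0.27 (MBII-85), and for the difference -0.21 to -0.016 (other snoRNAs), -0.079 to 0.21 (astrocytes) and -0.015 to 0.17 (oxidative phosphorylation).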

Other observations

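The genes in this part were chosen after their values were seen. Doc2g, a gene of mitral and tufted cells, is a member of the fixed olfactory bulb list and adds no separate evidence. It differed by -0.55 in the early arrays.

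Hormone genes of the anterior pituitary varied between pools of the same group. Gh, the growth hormone gene, was at 6.90 and 9.81 in the early ethanol arrays and at 7.48 and 8.83 in the early saline arrays, and Prl, the prolactin gene, at 5.93 and 8.92 and at 6.28 and 8.03. Muscle genes stood apart in late saline replicate 1, with Myl1 at 7.69 against 5.79 to 5.95 and Acta1 at 8.15 against 7.11 to 7.54 in the other late arrays. Scgb1c1, a secretoglobin of nasal tissue, was at 8.38 in early saline replicate 2, and Bpifa1, a secreted airway protein, was at 7.46 in early ethanol replicate 1 against 5.35 to 5.64 in the other early arrays.

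The study described MBII-85 snoRNAs as lower, over several exposures together, on this platform without late arrays, so its groups are unlike those compared here. Here all 24 probe sets were higher after early exposure (median 0.47) and lower after late exposure (median -0.26, but 0.072 without late saline replicate 2).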
